A study of Arabidopsis thaliana with 30 samples. Its data were reported in "Tissue-specific transcriptome profiling of the Arabidopsis inflorescence stem reveals local cellular signatures" (2020).

How the data were processed

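RNA was measured in nuclei isolated from the second bottom-most internode of Arabidopsis inflorescence stems (accession Col-0). Each transgenic line expressed a fusion of histone H4 and GFP under a promoter active in a particular stem tissue, so that fluorescence-activated nucleus sorting could separate GFP-positive nuclei of that tissue from GFP-negative nuclei of the other tissues. About 15000 sorted nuclei went into each library, but only 10800 into LTP1pro replicate 21. The authors made cDNA with the SMART-seq2 protocol, which amplifies polyadenylated RNA by PCR and adds no molecular identifiers. When more cDNA preparations than needed had been made, they picked those in which a PCR for the reporter sequence told both populations apart most clearly, so the GFP contrast of the libraries is in part a selection.

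The authors trimmed single-end reads with Cutadapt, aligned them with STAR to the TAIR10 genome and kept unique hits. They deposited raw read counts per Araport11 gene, obtained with the Union mode of summarizeOverlaps over whole gene bodies, introns included, with the strand ignored. Because the strand was ignored, a read in a stretch shared by genes on opposite strands cannot be assigned to either of them, and because unique hits alone were kept, near-identical gene copies lose reads. Of the 59 genes in the promoter, marker, cambium and reporter gene sets or named by rule below, 11 overlap another annotated gene on the opposite strand. Counts of the photosynthesis genes, many of which have close paralogs, are likewise uncertain for single members. Reads on the GFP sequence had been counted separately for the 3 lines with both populations, and these GFP reads were kept out of library sizes and tests. The deposited counts covered 37051 genes. The counts of 9 GFP-positive libraries occurred in a pair of tables, with 0 genes differing between both copies, and each library was used once.

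Libraries were grouped by line and population from the sample labels, giving 10 groups of 3 libraries. The labels number the libraries serially, and this number names a replicate here. Replicates 2, 6, 15 and 19 are the 4 GFP-positive libraries that the study left out as outliers, partly because counts of known genes departed from their known patterns. The comparisons among the 7 tissues used the other 17 GFP-positive libraries, as the study did, and were repeated with all 21. The 3 lines with GFP-negative nuclei were compared with all of their libraries.

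Gene names, biotypes, lengths and neighbouring genes were taken from the RefSeq annotation of the TAIR10.1 assembly, which matched 37051 gene identifiers, 12 of them without a length. Because the counting used another release of this assembly, no coordinates are printed. The names of the promoter, marker, cambium and reporter genes are those of the study.

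Differential transcript levels were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (glmQLFit, glmQLFTest) on the counts as deposited, with TMM normalization and the filterByExpr filter on low counts. All edgeR tests were two-sided unless stated, with Benjamini-Hochberg adjustment. GFP-positive and GFP-negative nuclei were compared within each line at an adjusted p of 0.05, as unpaired libraries, since the labels do not tell which of them came from one preparation. Differences between lines in the effect of the sort were tested as interaction contrasts in a fit of the 18 libraries of these lines. Among tissues the threshold was an adjusted p of 0.01, together with an absolute log2 fold change above 1 in pairwise comparisons. A gene was called predominant in a tissue when the largest of 6 one-sided p-values, for that tissue against each of the others, passed an adjusted p of 0.01 and each log2 fold change exceeded 1. Fold changes are given with standard errors (SE), and normalized read counts are TMM-scaled CPM, that is, counts relative to the scaled library total, given as mean ± SD. Gene sets were tested two-sided with camera of limma 3.58.1 on voom values, with a preset inter-gene correlation of 0.01. GFP reads were compared with a two-sided exact permutation test. DESeq2 1.42.0 served as an alternative test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

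The groups, thresholds, tests, gene sets and a first list of other settings were fixed before the data were examined. Genes to be named were chosen by a rule fixed then. These are the promoter, marker, cambium and reporter genes, and in each comparison the 3 genes with the highest and the 3 with the lowest log2 fold change past the threshold, provided that their average log2 CPM was at least 4 and that the libraries of both sides did not overlap. For each tissue the rule takes the 2 predominant genes with the largest smallest log2 fold change. The gene sets comprised 7 promoter genes, 12 tissue markers, 6 cambium genes, 8 genes whose reporters behaved in the study as predicted, 36 photosynthesis genes, 33 secondary wall genes, 22 phloem genes and 10 seed storage genes. The reporter genes and the cambium genes other than ANT had been chosen by the study from these libraries, the reporter genes from a larger number tested, and 7 of the 22 phloem genes, 2 of the 36 photosynthesis genes and 1 of the 33 secondary wall genes are also among the genes that the study picked as markers or from these libraries. The photosynthesis, secondary wall and phloem sets share 0 genes with each other.

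The settings on this list were DESeq2 size factors in place of TMM, no filter on low counts, DESeq2 tests, other sets of libraries in the fit, a test against a 2-fold change, other settings of the gene set test, of the library correlation and of gene detection, and leaving out each library in turn. After the data had been seen, voom with sample quality weights, background-subtracted counts, leave-one-out fits of the predominance counts and of the gene sets, and a DESeq2 test of NST3pro against VND7pro nuclei restricted to the genes that differed among tissues were added. For the subtraction, the read density on 3903 annotated pseudogenes, in reads per kb, was taken as a background for each library, multiplied by each gene's length and removed from its count.

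Total counts ranged from 725545 reads in NST3pro GFP-negative replicate 47 to 18335693 in APLpro GFP-positive replicate 15. A gene without a read in a library is compatible with up to 3 counts, and the limits given for such values cover counting error only, since PCR copies are not independent molecules. The scripts were tested on simulated counts of the 37051 genes in which 200 genes were raised by a log2 fold change of 3. They were drawn from genes with a mean above 10 CPM, so their recovery does not describe genes with fewer reads. For the tests among tissues they were raised in NST3pro nuclei alone, so predominance was simulated for that tissue only. With gene-wise dispersions, which were simulated only after a first version with a common dispersion had been seen, the tests recovered 100% of these genes in the SMXL5pro line, 99% in the APLpro line and 2% in the NST3pro line. They recovered 16.5% for an interaction between lines, 88% for differences among the 7 tissues, 78.5% for NST3pro against VND7pro nuclei and 74.5% for predominance. In the first version these shares were 100%, 97.5%, 0%, 1%, 72%, 0.5% and 0%, in the same order. False calls numbered at most 10 per test in both versions. A background of 4% of reads, added to the simulated phloem-related, SCRpro and LTP1pro libraries, gave 1839 false phloem-higher genes, and 0 after the subtraction. It was added in proportion to gene length, after the simulated counts of pseudogenes had been set to 0. This is the model that the subtraction assumes, so the result checks the script and not how well the subtraction works on real libraries.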

Results

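Transcripts were profiled in sorted nuclei of Arabidopsis stems to obtain the transcriptomes of 7 tissues. GFP-positive nuclei came from fibers (NST3pro), differentiating vessel elements (VND7pro), the proximal cambium and differentiating xylem (PXYpro), the distal cambium and differentiating phloem (SMXL5pro), differentiated phloem (APLpro), the starch sheath (SCRpro) and the epidermis (LTP1pro). GFP-negative nuclei were collected from the NST3pro, SMXL5pro and APLpro lines. With 3 libraries in each of the 10 groups, the data comprised 30 libraries, 21 from GFP-positive and 9 from GFP-negative nuclei.

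Libraries held between 725545 reads (NST3pro GFP-negative replicate 47) and 18335693 reads (APLpro GFP-positive replicate 15) on annotated genes. The GFP-positive libraries were deeper than the GFP-negative ones in each of the 3 lines on average, most so in the APLpro line, with 14.9 against 2.99 (mean total reads, in units of 1e6). Between 21814 and 34531 of the 37051 genes had at least 1 read in a library, with a median of 31279 over the 30 libraries. This median moved most when at least 10 reads were required, to 25247 genes. After sampling each library down to 725545 reads, 21814 to 32690 genes were expected, with a median of 28151.5. No read was counted on 2438 genes in any library.

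A part of the reads fell on the 3903 genes annotated as pseudogenes, and this part served to describe the background of each library. Of these genes 2660 lay near the centromeres. The annotation that the study counted on included transposon genes, and how many of them are in this class was not determined. The share of reads on the class ranged from 1.01% in VND7pro GFP-positive replicate 4 to 6.52% in SMXL5pro GFP-positive replicate 12. The share was 5.69% ± 0.873 (SD, n = 3) in GFP-positive and 5.22% ± 0.441 in GFP-negative nuclei of the SMXL5pro line, a difference smaller than the spread between replicates. In the APLpro line it was 4.89% ± 1.48 in GFP-positive and 2.86% ± 1.1 in GFP-negative nuclei, and the ranges of both groups overlapped. The corresponding NST3pro shares were 2.22% ± 1.32 and 3.46% ± 2.67. GFP-positive nuclei of the VND7pro, PXYpro, SCRpro and LTP1pro lines had shares of 1.67% ± 1.07, 1.75% ± 0.216, 1.60% ± 0.565 and 3.43% ± 1.82. Read density on pseudogenes near the centromeres followed that on pseudogenes of the chromosome arms across the 30 libraries, with a Pearson r of 0.985 and a Spearman rho of 0.994 (two-sided permutation p 1e-05 for both, the smallest that the permutations can give, adjusted p 1.5e-05 over 3 relations). Without the 2 libraries farthest from the median arm density r was 0.993. The labels name no batches, so no value within batches can be given. Genes above this background were counted per library with a Poisson model at an adjusted p of 0.01. The model covers counting error only, since PCR copies are not independent molecules. It gave 19088 ± 885 genes in SMXL5pro and 18025 ± 1715 in NST3pro GFP-positive nuclei, although 34214 ± 108 and 28987 ± 1256 genes had at least 1 read there.

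**Figure D1:**
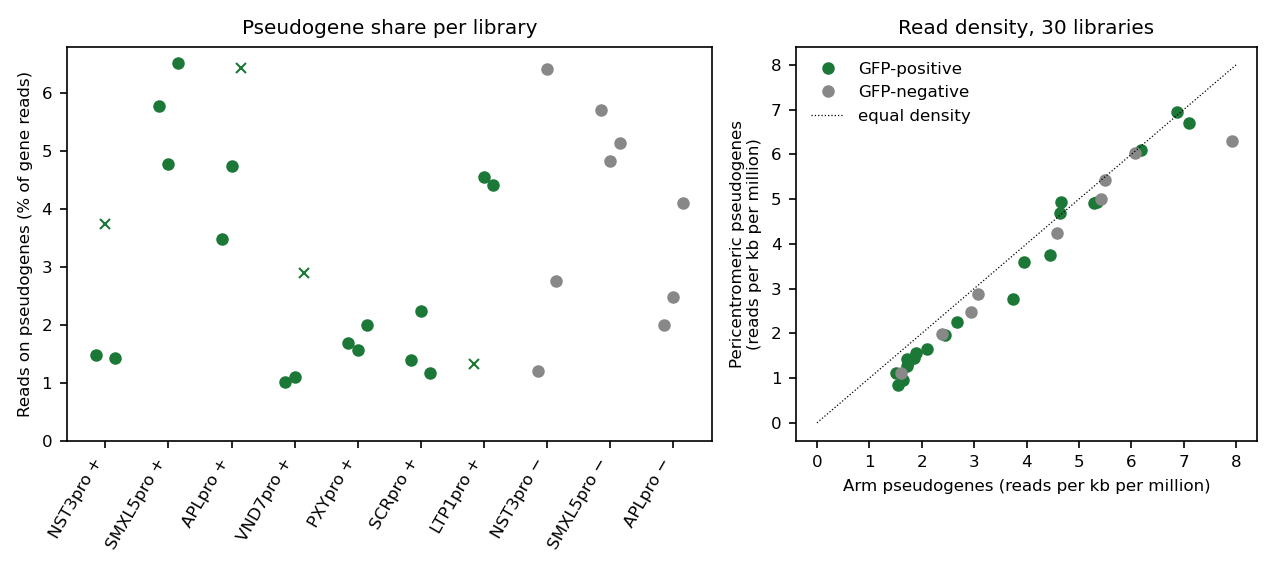
The left panel plots the percentage of gene reads on annotated pseudogenes for each library by group (+, GFP-positive nuclei, green; −, GFP-negative nuclei, grey; crosses, libraries that the study left out), and the right panel plots read density (reads per kb, relative to library size) on pericentromeric against arm pseudogenes for 30 libraries with a dotted line of equal density. Shares run from 1.01% to 6.52%, and both populations of the SMXL5pro line lie between 4.78% and 6.52%.

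To determine whether the sort enriched nuclei of the intended tissue, GFP reads and the transcript of the gene whose promoter drove the reporter were compared between GFP-positive and GFP-negative nuclei. GFP reads, in CPM, averaged 16.5 ± 9.52 (SD) in GFP-positive and 1.99 ± 2.3 in GFP-negative nuclei of the NST3pro line. In the SMXL5pro line they averaged 10.4 ± 3.62 and 3.14 ± 2.44, and in the APLpro line 36.3 ± 14.04 and 8.79 ± 7.78. The libraries of both populations did not overlap in any of the 3 lines, which gave a two-sided exact permutation p of 0.1 in each, the smallest that 3 against 3 libraries allow. NST3pro GFP-negative replicate 47 had 0 GFP reads, which at its depth allows up to 4.13 CPM, whereas APLpro GFP-negative replicate 45 reached 17.7 CPM. SMXL5 (AT5G57130) transcripts were more abundant in GFP-positive nuclei of the SMXL5pro line, at 212 ± 46.6 against 63.2 ± 9.58 normalized read counts, with a log2 fold change of 1.75 ± 0.23 (SE) and an adjusted p of 0.0398 (edgeR). This adjusted p exceeded 0.05 in 4 of the 6 fits that each left out one library, and reached 0.329 without replicate 10. NST3 (AT1G32770) transcripts averaged 143 ± 5.91 against 53.1 ± 38.0 in the NST3pro line, a log2 fold change of 1.41 ± 0.65 (SE) that did not pass the threshold (adjusted p 0.813). APL (AT1G79430) transcripts averaged 72.5 ± 11.5 against 34.1 ± 14.4 in the APLpro line, a log2 fold change of 1.08 ± 0.38 (SE), which did not pass it either (adjusted p 0.492). All 3 GFP-positive libraries exceeded all 3 GFP-negative ones for each of these genes in its own line, an arrangement that chance gives, in either direction, in 10% of cases. In the lines of the other promoters, log2 fold changes of these genes lay between -1.60 and 0.35 and none passed the threshold (smallest adjusted p 0.684).

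**Figure D2:**
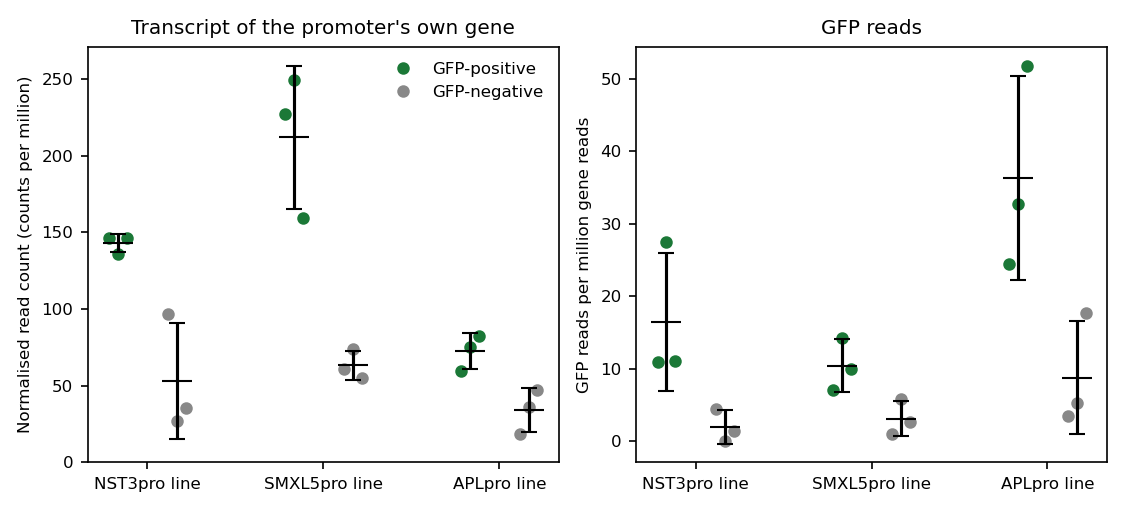
Normalized read counts of the promoter's own gene (left, CPM) and GFP reads (right, CPM of gene reads) in the NST3pro, SMXL5pro and APLpro lines, with 1 point per library (green, GFP-positive nuclei; grey, GFP-negative nuclei) and black bars for the mean ± SD of 3 libraries. GFP-positive libraries lie above GFP-negative libraries in each line, and GFP means are 16.5, 10.4 and 36.3 against 1.99, 3.14 and 8.79.

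Across all genes, few differences between GFP-positive and GFP-negative nuclei passed an adjusted p of 0.05. None of 25499 tested genes did so in the NST3pro line, although 1508 had an unadjusted p under 0.05. In the SMXL5pro line 2 of 30317 genes passed, both higher in GFP-positive nuclei, and 12 passed without GFP-negative replicate 42. In the APLpro line it was 31 of 31181 genes, all higher in GFP-positive nuclei. The largest counts in the SMXL5pro and APLpro lines came from the test of DESeq2, with 69 and 162 genes, of which 40 and 115 were higher in GFP-positive nuclei. It called 112 genes in the NST3pro line, 23 of them higher, whereas a fit of all 18 libraries called 845 there, 271 of them higher. The spread between replicates differed among lines, with a common biological coefficient of variation of 0.898 in the NST3pro line, 0.312 in the SMXL5pro line and 0.431 in the APLpro line. Besides SMXL5, AT4G39190 was higher in GFP-positive nuclei of the SMXL5pro line, at 136 ± 16.3 against 45.4 ± 6.31 normalized read counts (log2 fold change 1.59 ± 0.23 SE, edgeR adjusted p 0.0450), but its adjusted p exceeded 0.05 in 5 of the 6 fits that left out one library. In the APLpro line the largest increases among genes admitted by the naming rule were those of AT3G58720, AT4G16008 and GDH3 (AT3G03910). AT3G58720 had 255 ± 120 against 11.6 ± 3.4 (log2 fold change 4.48 ± 0.52 SE, edgeR adjusted p 0.00222). AT4G16008 had 131 ± 18.2 against 5.87 ± 2.82 (4.46 ± 0.46, adjusted p 0.00132), and GDH3 had 55.2 ± 9.19 against 2.96 ± 0.376 (4.23 ± 0.42, adjusted p 0.00132). A gene on the opposite strand covers 25.7% of AT3G58720. Without APLpro GFP-negative replicate 44, 0 genes passed in that line (2142 at an unadjusted p under 0.05), and without GFP-positive replicate 15, 72 did.

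The effect of the sort was also compared between lines. In a fit of the 18 libraries it differed between the NST3pro and APLpro lines for 139 genes at an edgeR adjusted p of 0.05. The log2 fold change, sign included, was higher in the NST3pro line for 47 and in the APLpro line for 92. With sample quality weights these numbers were 100 and 86. Between the NST3pro and SMXL5pro lines 1 gene passed, and between the SMXL5pro and APLpro lines 2. The NST3pro and APLpro count moved most with NST3pro GFP-negative replicate 46 left out, to 1556 genes, and was 13 without APLpro GFP-negative replicate 43.

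To see whether replicates resembled each other, the 21 GFP-positive libraries were compared by the Pearson correlation of log2 CPM across genes. The mean correlation was 0.829 within tissues and 0.755 between tissues, and the difference of 0.0740 rose to 0.330 over the 5000 genes with the highest mean. For 5 libraries the closest other library belonged to another tissue. Of the libraries that the study left out, APLpro replicate 15 was closest to SMXL5pro replicate 12 (r 0.925), NST3pro replicate 2 to PXYpro replicate 7 (r 0.734) and LTP1pro replicate 19 to SCRpro replicate 16 (r 0.782). Of those it kept, LTP1pro replicate 21 was closest to SMXL5pro replicate 10 (r 0.835) and SCRpro replicate 17 to APLpro replicate 13 (r 0.795). Genes are not independent replicates, and these coefficients carry no test.

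The tissue identity of the profiles was examined with the 7 promoter genes and 12 markers. In the 17 libraries, 18 of these 19 genes had their highest mean in the tissue assigned to them, as they did with all 21 libraries. Since the study had judged libraries partly by known genes, this count is not independent of the choice of libraries. It was 17 or 18 in the fits that left out one library. The exception was LTP1 (AT2G38540), with 25.9 ± 4.63 normalized read counts (SD, n = 2) in LTP1pro nuclei and 67.7 ± 7.98 in VND7pro nuclei. Differences among the 7 tissues passed an edgeR adjusted p of 0.01 for 14 of the 19 genes, or 12 with all 21 libraries. All libraries of the assigned tissue exceeded all libraries of the next tissue for 12 of the 19. Only XCP1 (AT4G35350) and CER6 (AT1G68530) exceeded each other tissue by the criterion of predominance. XCP1 reached 144 ± 1.92 in VND7pro nuclei against 23.9 ± 10.2 in the next tissue (one-sided edgeR adjusted p 0.00107), and CER6 reached 629 ± 56.6 in LTP1pro nuclei against 202 ± 13.2 (adjusted p 0.00496). For PXY (AT5G61480) the means of 266 ± 39.0 in PXYpro and 246 ± 22.1 in VND7pro nuclei differed by less than the spread between replicates. The same held for MOL1 (AT5G51350), with 27.3 ± 5.58 in SMXL5pro and 25.1 ± 13.9 in VND7pro nuclei.

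**Figure D3:**
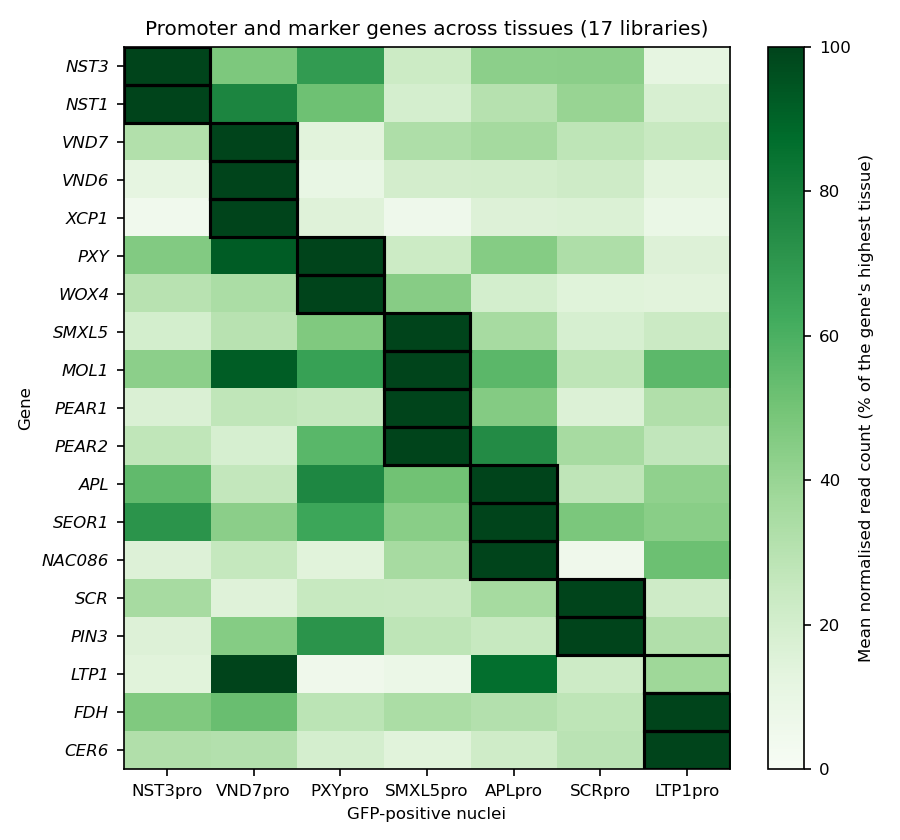
Mean normalized read counts of 7 promoter genes and 12 markers (vertical axis) in GFP-positive nuclei of the 7 tissues (horizontal axis), over 17 libraries, with colour giving the percentage of the gene's highest tissue mean and a black frame the tissue assigned to the gene. The frame holds the highest mean for 18 of the 19 genes, and LTP1 is highest in VND7pro nuclei.

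When all 7 tissues were compared together, 8527 of 32659 tested genes differed at an edgeR adjusted p of 0.01. By ratio, this count moved most with all 21 libraries and background-subtracted counts, to 3219, and it was 5449 with all 21 libraries alone. The likelihood ratio test of DESeq2 called 14063 genes, including 8446 of the 8527. Genes predominant in a single tissue numbered 305 for VND7pro, 167 for SCRpro, 34 for NST3pro, 30 for LTP1pro, 12 for PXYpro, 4 for APLpro and 0 for SMXL5pro nuclei, where 4 passed the criterion at an unadjusted p under 0.05. With all 21 libraries these numbers were 28, 47, 0, 33, 2, 1 and 0 (108 NST3pro and 6 SMXL5pro genes at an unadjusted p under 0.05). In the fits that left out one library of the tissue, the SCRpro number was 109 without replicate 16, 251 without replicate 17 and 106 without replicate 18, and the PXYpro number was 6 in each. Among predominant genes, the largest margins over each other tissue (smallest log2 fold change, with one-sided edgeR adjusted p) were those of DIN10 (AT5G20250) at 4.42 (p 7.08e-09) and U6-29 (AT5G46315), a small nuclear RNA gene, at 4.36 (p 0.00257) in VND7pro nuclei. In SCRpro nuclei they were CYP94B1 (AT5G63450) at 4.41 (p 1.78e-05) and WRKY28 (AT4G18170) at 3.98 (p 0.00654), in LTP1pro nuclei CER1 (AT1G02205) at 3.69 (p 2.20e-06) and AT4G00980 at 3.63 (p 0.000125), and in APLpro nuclei AT3G58720 at 3.42 (p 0.000425) and AT2G46630 at 3.19 (p 0.000104). In PXYpro nuclei they were AT3G06433, annotated as a transcribed pseudogene, at 2.88 (p 4.84e-06) and AT3G06435 at 2.63 (p 1.88e-05), and in NST3pro nuclei AT2G41380 at 2.79 (p 0.00342) and NCED4 (AT4G19170) at 2.35 (p 0.00302). DIN10 reached 3089 ± 138 normalized read counts in VND7pro nuclei against 144 ± 35.1 in the next tissue, and CER1 reached 1890 ± 192 in LTP1pro nuclei against 146 ± 39.0. Genes on the opposite strand cover 37% of AT4G00980 and 22.8% of AT3G06435.

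The study had built reporters for genes chosen from these profiles, and the set examined here holds those that behaved as predicted, not the others, so it was selected for success. Among the predominant genes named above, the reporters of DIN10 and NCED4 were mainly active in other tissues than the study had predicted. That of CYP94B1 was barely detectable in any tissue, which neither bears out nor contradicts its profile. Each of the 8 had its highest mean in the tissue for which it was chosen, with 17 and with 21 libraries. In the 17 libraries, all libraries of that tissue exceeded all libraries of the next for all 8, but with all 21 libraries this failed for LHCB3, LHCB2.2, AT2G31930 and AT1G29520 because of NST3pro replicate 2 or APLpro replicate 15, which the study left out. The criterion of predominance was met by 4 of them. AT5G28630 reached 1281 ± 69.0 in LTP1pro nuclei against 171 ± 31.5 in the next tissue (one-sided edgeR adjusted p 4.83e-06), and AT2G31930 reached 1802 ± 48.02 in NST3pro nuclei against 359 ± 37.0 (adjusted p 0.00232). LHCB3 (AT5G54270), of which a gene on the opposite strand covers 13.2%, had 1561 ± 47.5 in NST3pro nuclei against 594 ± 73.4 (adjusted p 0.00277), and WRKY28 had 239 ± 90.9 in SCRpro nuclei against 15.3 ± 8.68. LHCB2.2, FMO, AT1G29520 and AT1G24575 did not meet it (adjusted p 0.0938, 1, 1 and 0.881).

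Genes common to both cambium domains were addressed with 6 candidates of the study, comparing the mean of PXYpro and SMXL5pro nuclei with the mean of the other 5 tissues. All 6 were higher in the cambium at an edgeR adjusted p of 0.01, with log2 fold changes from 1.11 for ATHMP10 (AT1G56210) to 1.44 for PIL1 (AT2G46970). The count adjusted over the list alone was also 6, which is not independent evidence, because the study chose these genes from the same libraries, except for ANT, which it also knew from root cambium. PXYpro and SMXL5pro nuclei had the highest and second-highest means for each of the 6. With all 21 libraries 3 passed, and ANT (AT4G37750), UCN (AT1G51170) and DOF2.2 (AT2G28810) did not (adjusted p 0.0513, 0.0259 and 0.0653). The number was 3 without SMXL5pro replicate 10 or without SMXL5pro replicate 11, and 5 in each of the other 4 leave-one-out fits.

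Fibers and vessel elements, both with secondary cell walls, were compared through NST3pro and VND7pro nuclei. Of 32659 genes 2093 differed at an edgeR adjusted p of 0.01 and more than 2-fold, 793 higher in NST3pro and 1300 higher in VND7pro nuclei. With background-subtracted counts these numbers were 593 and 530. With 2 kept libraries on each side, the count depended on the libraries used and fell most, to 434, with all 21 libraries and background-subtracted counts, and to 614 with all 21 libraries alone. In the latter setting it was 221 without VND7pro replicate 5. AT4G28350 averaged 8.39 ± 0.454 and AT4G31354 22.7 ± 4.92 normalized read counts in NST3pro nuclei (edgeR adjusted p 0.000115 and 1.48e-05). They had at most 1 read in the VND7pro libraries, so no fold change is given for them. A gene on the opposite strand covers 32% of AT4G31354. NAS1 (AT5G04950) had 103.4 ± 1.03 normalized read counts in NST3pro against 1.29 ± 1.19 in VND7pro nuclei (log2 fold change 6.52 ± 0.62 SE, adjusted p 7.38e-07). In the other direction, AT1G20720 averaged 23.5 ± 1.21 and NCED9 (AT1G78390) 6.98 ± 1.43 in VND7pro nuclei (adjusted p 6.33e-07 and 6.75e-05). Both had 0 reads in the NST3pro libraries compared, so no fold change is given for them either. The small nucleolar RNA gene AT3G01316 had 1508 ± 650 in VND7pro against 5.30 ± 3.33 in NST3pro nuclei (log2 fold change -8.19 ± 0.72 SE, adjusted p 2.93e-07).

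For the same comparison, 35 of the 36 photosynthesis genes were tested and 34 had a positive log2 fold change, with a median of 1.66 against -0.06 over all genes (camera p 1.30e-40, adjusted p 3.88e-40 over 3 gene sets). Higher in NST3pro nuclei past both thresholds were 29 of them, or 32 when adjusted over the list alone, and 0 were lower. In fits from all 21 libraries that each left out one, the median of this set ranged from 1.2 to 1.98. In NST3pro replicate 2, left out by the study, LHCB3 and LHCB2.2 were lower than in each VND7pro library. Their normalized read counts there were 142 against at least 216, and 27.9 against at least 44.2. Of the secondary wall genes 32 were tested and 28 had a negative log2 fold change, with a median of -0.96 (camera p 1.04e-11, adjusted p 1.56e-11). Higher in VND7pro nuclei were 13 of them and higher in NST3pro nuclei 1, or 14 and 1 when adjusted over the list alone. All 3 set results held under the fry test of limma, and the photosynthesis set alone held with an inter-gene correlation estimated from the data (p 0.00532), under which the secondary wall set had a p of 0.0660. From all 21 libraries the secondary wall set had a camera p of 0.00954, but 0.262 without NST3pro replicate 2, 0.387 without VND7pro replicate 4 and 0.170 without VND7pro replicate 5.

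**Figure D4:**
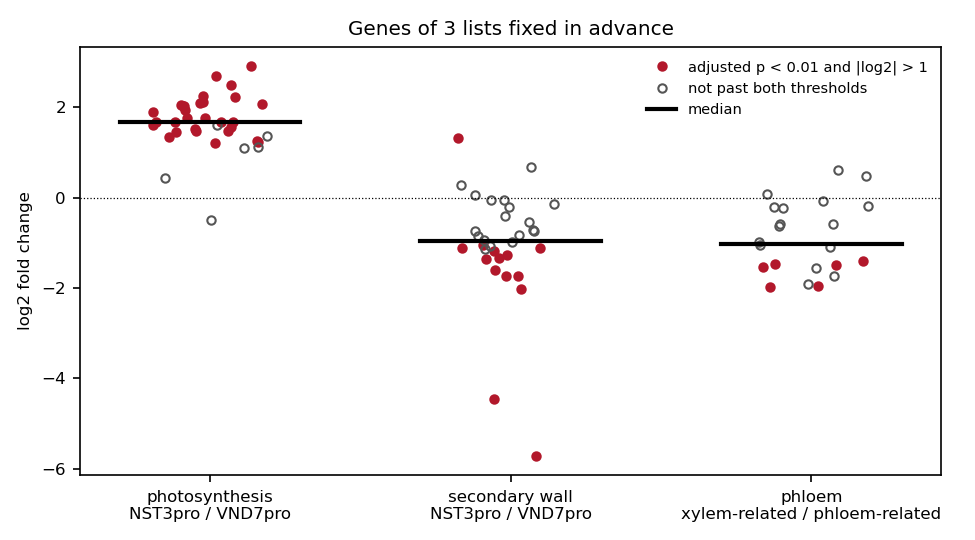
Log2 fold changes (vertical axis) of the tested photosynthesis and secondary wall genes between NST3pro and VND7pro nuclei and of the phloem genes between xylem-related and phloem-related nuclei, 1 point per gene (red, past an adjusted p of 0.01 and 2-fold; open, not) with a black line at the median of each set. The medians are 1.66, -0.96 and -1.02.

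Xylem-related tissues (NST3pro, VND7pro and PXYpro) were finally set against phloem-related tissues (SMXL5pro and APLpro). The mean levels differed for 7764 genes at an edgeR adjusted p of 0.01 and more than 2-fold. Under TMM scaling 55.8% of them (4336) were higher in xylem-related and 3428 higher in phloem-related nuclei, but this balance depended on the setting. With sample quality weights 38.2% were higher in xylem-related nuclei. The balance moved the other way without SMXL5pro replicate 12, to 3905 xylem-higher and 2052 phloem-higher genes. With DESeq2 size factors 7760 genes passed and 36.4% of them were higher in xylem-related nuclei, while the median log2 fold change of all tested genes moved from -0.45 to -0.73. The count moved most with all 21 libraries and background-subtracted counts, to 1574. Among the phloem-higher genes 27.3% were annotated pseudogenes, against 0.6% of the xylem-higher and 10.8% of the tested genes. Changes were ranked only among genes with an average log2 CPM of at least 4 and without overlap between the libraries of both sides. Among these, the largest xylem-higher changes were those of AT3G15450 (log2 fold change 4.51 ± 0.21 SE, edgeR adjusted p 1.22e-11), AT3G15040 (4.35 ± 0.18, adjusted p 3.69e-12) and BXL1 (AT5G49360, 4.23 ± 0.20, adjusted p 1.31e-11). The largest phloem-higher changes among them were those of LAC3 (AT2G30210, -3.90 ± 0.76, adjusted p 0.000399), AT2G05350 (-3.73 ± 0.59, adjusted p 4.48e-05) and CEL2 (AT1G02800, -3.67 ± 0.60, adjusted p 6.41e-05). BXL1 averaged 852 ± 421 normalized read counts over the 7 xylem-related libraries and 43.7 ± 19.04 over the 5 phloem-related ones, and CEL2 averaged 4.43 ± 6.34 and 36.4 ± 5.22. All 22 phloem genes of the set were tested, and 19 had a negative log2 fold change, with a median of -1.02 against -0.45 for all genes (camera p 0.0110, adjusted p 0.0110). Higher in phloem-related nuclei past both thresholds were 6 of them, or 7 when adjusted over the list alone, with 0 higher in xylem-related nuclei. Short of 2-fold, SUC2 passed the adjusted p in the xylem direction (log2 fold change 0.61 ± 0.16 SE, edgeR adjusted p 0.00448). SMXL5 did so in the phloem direction (-0.98 ± 0.23, adjusted p 0.00205). With an estimated correlation the p of this set was 0.109.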

Values the study reported

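The study reported 23, 40 and 115 genes with higher levels in GFP-positive than in GFP-negative nuclei of the NST3pro, SMXL5pro and APLpro lines. It left out 4 of the 21 GFP-positive libraries and kept 17. Among the 7 tissues it found 14,063 genes that differed significantly, which it sorted into 93 clusters. In the comparison of fibers with vessel elements it counted 991 genes with higher levels in NST3pro nuclei and 1,503 with higher levels in VND7pro nuclei.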

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

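The tests in this part were chosen before their results were seen, except that the verdict on subtracting background was made stricter after the subtraction had also lowered counts between tissues of similar background, and that the number of shared genes and the verdict on spread came after the counts had been seen. The change from GFP-negative to GFP-positive nuclei was compared between lines by an interaction test, and genes passed it in each pair of lines. The difference involved 1 gene between the NST3pro and SMXL5pro lines, 139 genes between the NST3pro and APLpro lines and 2 genes between the SMXL5pro and APLpro lines at an edgeR adjusted p of 0.05. The single gene was AT1G11110, with a difference of -9.64 on the log2 scale (adjusted p 0.0383). This is a fitted value, from effects of -9.07 in the NST3pro and 0.57 in the SMXL5pro line. At an average log2 CPM of 3.68 its size is not known closely. The other pair was TLL1 (AT1G45201), with -3.03 (adjusted p 0.0257), and AT3G58720, with -4.70 (adjusted p 0.0259), both raised more by the sort in the APLpro line. These genes are named because their number is small, after their values were seen, and a gene on the opposite strand covers 25.7% of AT3G58720.

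Swapping GFP-positive and GFP-negative labels within the lines gave as many genes in 34 of 60 splits for the NST3pro and SMXL5pro lines, in 7 of 60 for the NST3pro and APLpro lines and in 3 of 60 for the SMXL5pro and APLpro lines, the real split included. The largest numbers from other splits were 357, 2061 and 3. None of these counts therefore exceeds what arbitrary groupings of the libraries give, and an origin in unequal libraries rather than in the tissues stays open for all of them.

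For the 139 genes, particular technical origins were examined. A weight per library for its spread was applied because the NST3pro libraries differ more among themselves than the shared fit allows. The log2 fold change, sign included, was then higher in the NST3pro line for 100 genes and in the APLpro line for 86. That made 186 genes, 84 of them among the 139. The larger spread cannot be told apart from other causes by this count, because the weights come from the same 3 libraries per group and arbitrary splits of these libraries gave as many genes without weights. Leaving out NST3pro GFP-negative replicate 47, the library with the fewest reads, gave 195 genes, and 113 of the 139 were among them with the same sign, which argues against its low depth as the whole cause. Subtracting background gave 27 genes, 22 of them among the 139, but background reads cannot be told apart from other causes by this test. In a comparison of tissues with similar pseudogene shares the subtraction also lowered the calls, keeping 39.2% of the VND7pro-higher and 65.7% of the NST3pro-higher genes, and its loss of power for the 139 genes was not measured. Several single libraries weighed strongly on the result. The count rose to 1556 without NST3pro GFP-negative replicate 46, to 700 without replicate 48 and to 652 without GFP-positive replicate 2. It fell to 13 without APLpro GFP-negative replicate 43 and to 25 without replicate 44. The biological explanation that the design offers is that fibers and phloem differ in other genes from the remaining tissues of their lines. It may contribute as well and was not tested further.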

How the results depend on the processing

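The balance between both directions shifted with the setting in several comparisons, which are named below. Background-subtracted counts, voom with sample quality weights, the DESeq2 test restricted to genes that differed among tissues and the leave-one-out fits of predominance and gene sets were chosen after seeing the data. Where a count moved, the cause was not tested, except that fits with fewer libraries have less power by construction. No paired analysis was possible because the labels number libraries serially and the groups compared share no number, so a preparation shared by both populations is not modelled. Restricting the tests to nuclear chromosomes gave no values of its own, since no organellar genes were counted.

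In the line comparisons, the DESeq2 test called 112 genes in the NST3pro, 69 in the SMXL5pro and 162 in the APLpro line, against 0, 2 and 31 with edgeR, and it included both SMXL5pro genes and all 31 APLpro genes. Of its genes 23, 40 and 115 were higher and 89, 29 and 47 lower in GFP-positive nuclei, whereas all edgeR genes were higher. A single fit of the 18 libraries called 845 (271 higher and 574 lower), 0 and 17 genes (150 SMXL5pro genes at an unadjusted p under 0.05). It shares one spread among lines whose spreads differ. In the SMXL5pro line no filter gave 4 genes, quality weights 23 (9 higher and 14 lower) and background-subtracted counts 0 (1162 unadjusted). The SMXL5 transcript kept its direction but not its significance with background-subtracted counts (log2 fold change 2.52, adjusted p 0.107) and in the fit of 18 libraries (1.78, adjusted p 1.00), and its adjusted p lay between 1.38e-07 and 0.0450 in the other settings with all 6 libraries. Across the 6 fits per line that each left out one library, the counts ranged from 0 to 0 genes in the NST3pro line (794 to 2996 unadjusted), from 0 to 12 in the SMXL5pro line and from 0 to 72 in the APLpro line. The log2 fold change ranged from 1.11 to 2.2 for NST3, from 1.63 to 1.93 for SMXL5 and from 0.80 to 1.41 for APL.

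For the interactions between lines (1, 139 and 2 genes in the order used above), DESeq2 size factors gave 85 genes for NST3pro and APLpro and 0 for SMXL5pro and APLpro (589 unadjusted). Quality weights gave 27 for NST3pro and SMXL5pro and 46 for SMXL5pro and APLpro. For NST3pro and APLpro they gave 100 genes with a higher log2 fold change, sign included, in the NST3pro line. In the APLpro line it was higher for 86, against 47 and 92 without weights. Background-subtracted counts gave 0 (2183 unadjusted), 27 and 4, and the DESeq2 test 738, 1532 and 21. The 12 leave-one-out fits of each pair ranged from 0 to 600, from 13 to 1556 and from 0 to 2 genes.

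Among the 7 tissues, all 21 libraries gave 5449 differing genes, background-subtracted counts 4598, both together 3219 and the DESeq2 test 14063, against 8527. Leaving out single libraries of tissues with 3 kept libraries gave 7219 to 8703. The other 8 kept libraries were not left out in turn, because their tissues would have been reduced to 1 library. NST3pro against VND7pro gave 2093 genes. It fell to 614 with all 21 libraries, 1123 with background-subtracted counts, 434 with both, 1199 in a fit of the 4 libraries alone and 590 in a test against a 2-fold change, and rose to 4132 with DESeq2, 3829 of them among the genes that differed among tissues, or 4399 when adjusted over those. Of the 2093 genes 793 were higher in NST3pro and 1300 in VND7pro nuclei, but 593 and 530 with background-subtracted counts. Leave-one-out fits from 21 libraries gave 221 to 905. Xylem-related against phloem-related nuclei gave 7764 genes, against 4744, 2637 and 1574 with all 21 libraries, background-subtracted counts and both, 2593 in the test against a 2-fold change and 11707 with quality weights. Leave-one-out fits gave 5322 to 8889. The share of xylem-higher genes, 55.8%, was 36.4% with DESeq2 size factors, 30.2% with the DESeq2 test and 38.2% with quality weights. It was 72.4% with all 21 libraries, and without SMXL5pro replicate 12 the numbers were 3905 and 2052.

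Predominant genes changed as follows. With all 21 libraries they numbered 0 for NST3pro (108 unadjusted), 28 for VND7pro, 2 for PXYpro, 1 for APLpro and 47 for SCRpro nuclei. Background-subtracted counts gave 69 for VND7pro, 7 for PXYpro and 79 for SCRpro. Both changes together gave 0 for NST3pro (43 unadjusted), 10 for VND7pro, 0 for PXYpro (58 unadjusted) and 34 for SCRpro. DESeq2 gave 74 for NST3pro, 33 for PXYpro, 17 for APLpro, 299 for SCRpro and 71 for LTP1pro. Leave-one-out fits from 17 libraries gave 6 to 6 for PXYpro, 0 to 0 for SMXL5pro (1 to 7 unadjusted) and 106 to 251 for SCRpro. Fits from 21 libraries gave 0 to 0 for NST3pro (85 to 311 unadjusted), 7 to 103 for VND7pro, 0 to 3 for APLpro and 14 to 46 for LTP1pro. SMXL5pro stayed at 0 in these settings, with DESeq2 size factors and without a filter (1 to 17 unadjusted). Quality weights and the test against a 2-fold change were not run for predominance.

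Of the 6 cambium genes 3 passed with all 21 libraries, 2 when background was also subtracted, and 3 to 5 in the leave-one-out fits. The number of promoter and marker genes highest in their own tissue stayed at 18 in the other settings and was 17 to 18 in the leave-one-out fits. With an estimated correlation the secondary wall set had a p of 0.0660 (median -0.96) and the phloem set a p of 0.109 (median -1.02). Leave-one-out medians ranged from -1.2 to -0.50 for the secondary wall set, from 1.2 to 1.98 for the photosynthesis set and from -1.22 to -0.87 for the phloem set. The difference between correlations within and between tissues, 0.0740, was 0.330 over the 5000 genes with the highest mean. The median number of detected genes, 31279, was 25247 with at least 10 reads and 28151.5 at equal depth.

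Over the genes named singly, 51 values moved, 41 lost significance and 207 did neither under the other settings, and 14 of 30 values lost significance when one library was left out. At the depth of NST3pro GFP-negative replicate 47, and with the spread of its line, the comparison of that line has little power: simulated genes raised by a log2 fold change of 3 were recovered in 2% of cases.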

Other observations

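Of the tests in this part, the one on pseudogene transcription in the distal cambium was chosen only after its result was seen, and the verdicts on subtracting background and on seed storage genes were made stricter afterwards.

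With the DESeq2 test, 23, 40 and 115 genes were higher in GFP-positive nuclei of the NST3pro, SMXL5pro and APLpro lines, and 14063 genes differed among the 7 tissues. These equal the counts quoted from the study above. Between NST3pro and VND7pro nuclei the same test over all genes gave 1559 NST3pro-higher and 2573 VND7pro-higher genes. Those are higher than the values quoted from the study above, which considered genes differing among tissues alone. Restricted to such genes it gave 1463 and 2366, or 1705 and 2694 when adjusted over them. Those too are higher than the values quoted from the study above, and the reason was not found. With edgeR the corresponding counts were 0 (1508 genes in either direction at an unadjusted p under 0.05), 2, 31 and 8527. Those are lower than the values quoted from the study above. All splits of the 6 libraries of the NST3pro line into 3 and 3, 10 of 10, gave as many genes, since the real split gave 0. In the SMXL5pro and APLpro lines 1 of the 10 splits, the real one, gave as many, and 10 splits cannot give a smaller share than this. When the tissue labels were exchanged among the 17 libraries, 1 of 60 splits, the real one, gave as many genes differing among tissues, and the largest number from another split was 158. For xylem-related against phloem-related nuclei 1 of 60 gave as many, and the largest other number was 1. Such splits break up the tissues, so they show that tissues differ, not that this grouping of them is special. A camera p as small as that of the phloem set came from 6 of 60 splits, so the excess of this set over the other genes is no larger than arbitrary groupings give.

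Reads on pseudogenes varied between libraries from 1.01% to 6.52%. The number of reads does not account for this, as the Spearman rho between total reads and share was -0.181 (two-sided permutation p 0.338, Pearson r -0.129 with p 0.499, 30 libraries) and Pearson r without the 2 farthest libraries was -0.263. Transcription of pseudogenes particular to the distal cambium is argued against by the GFP-negative nuclei of the SMXL5pro line, which hold the other tissues and had a mean share of 5.22%, within the range of the GFP-positive ones. Genomic DNA carried into the libraries is a candidate explanation, because added reads fell on pericentromeric and arm pseudogenes at nearly equal density, with a slope of 1.01 ± 0.0333 (SE) across libraries and 0.911 within groups. Reads from pervasive transcription of equal density along the chromosomes would give the same slope and stay open. Transcripts of any transposon genes in this class were not examined apart from the others. The study, from shares of intergenic reads that it found comparable to those of whole stems, argued against genomic DNA as the source of its intron reads. Among tissues, its ratios of intergenic to exon reads were lowest in SMXL5pro and APLpro nuclei. These had the highest mean pseudogene shares among GFP-positive nuclei here. Reads of equal density along the chromosomes, from DNA or transcription, would give the opposite order. However, the study's ratios of intron to exon reads were highest in LTP1pro, SMXL5pro and APLpro nuclei, an order that such reads could give. The study read its intron ratios as unprocessed transcripts. Its ratios thus point both ways and do not decide on DNA or pervasive transcription. Intergenic reads were not analysed here, so neither is ruled out. Both populations of the SMXL5pro line lay high, so that a difference between batches of plants or preparations may also be involved, which the labels do not allow to be tested.

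The 10 seed storage genes, which are not typical of stems, were read in 22 to 30 of the 30 libraries each. Their read density rose with that of pseudogenes with a slope of 1.49 ± 0.22 (SE), 1.07 within groups (Pearson r 0.787, Spearman rho 0.772, permutation p 1e-05 for both, the smallest possible, adjusted p 1.5e-05 over 3 relations, Pearson r 0.729 without the 2 farthest libraries). A common background may underlie both, but with slopes of single genes from 0.116 (CRA1) to 2.47 (SESA4), and an error that reaches beyond 1.5, the limit set before, these data cannot decide it.

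The share of pseudogenes among phloem-higher genes, 27.3% against 10.8% of all tested genes, raises the question of how far the higher background of the SMXL5pro and APLpro libraries shaped the comparison with xylem. After a length-scaled background had been subtracted, 20.3% of the 3428 phloem-higher and 35.5% of the 4336 xylem-higher genes stayed past the thresholds. Genes no longer tested count as lost here, and 2445 phloem-higher and 4335 xylem-higher genes were still tested. As the cause of this loss, the background cannot be told apart from loss of power. In a comparison of tissues with similar pseudogene shares, 39.2% of the VND7pro-higher and 65.7% of the NST3pro-higher genes stayed. Those shares were 1.01% and 1.1% in the 2 VND7pro libraries compared and 1.43% and 1.48% in the 2 NST3pro libraries. Of the xylem-higher genes still tested 100% kept their direction, with a median log2 fold change of 1.07 after and 1.45 before the subtraction. The kept direction says little, because these genes were chosen for a positive change and the subtraction takes a larger share of reads from the phloem-related libraries. The median, read after the shares had been seen, argues against the background as the whole cause of the xylem-higher genes only if the subtraction removed it fully. Of the phloem-higher genes still tested 97.4% kept their direction. Their median log2 fold change was -4.64, against -3.05 over all phloem-higher genes before the subtraction. The counts of these genes were low, with a median log2 CPM of 2.4 against 3.59 for all tested genes, so these values do not decide it. For the phloem-higher genes both the background and a real difference between phloem and xylem tissues stay open.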
